# Detailed Analysis of Dorsal-Ventral Gradients of Gene Expression in the Hippocampus of Adult Rats

**DOI:** 10.3390/ijms23179948

**Published:** 2022-09-01

**Authors:** Alexander Beletskiy, Ekaterina Positselskaya, Aliya Kh. Vinarskaya, Yulia S. Spivak, Yulia V. Dobryakova, Iliya Tyulenev, Vladimir A. Markevich, Alexey P. Bolshakov

**Keywords:** dorsal hippocampus, ventral hippocampus, RNAseq, splicing, transposable elements, ribosomal RNA depletion

## Abstract

We performed RNA sequencing of the dorsal and ventral parts of the hippocampus and compared it with previously published data to determine the differences in the dorsoventral gradients of gene expression that may result from biological or technical variability. Our data suggest that the dorsal and ventral parts of the hippocampus differ in the expression of genes related to signaling pathways mediated by classical neurotransmitters (glutamate, GABA, monoamines, etc.) as well as peptide and Wnt ligands. These hippocampal parts also diverge in the expression of axon-guiding molecules (both receptors and ligands) and splice isoforms of genes associated with intercellular signaling and cell adhesion. Furthermore, analysis of differential expressions of genes specific for astrocytes, microglia, oligodendrocytes, and vascular cells suggests that non-neuronal cells may also differ in the characteristics between hippocampal parts. Analysis of expression of transposable elements showed that depletion of ribosomal RNA strongly increased the representation of transposable elements in the RNA libraries and helped to detect a weak predominance of expression of these elements in the ventral hippocampus. Our data revealed new molecular dimensions of functional differences between the dorsal and ventral hippocampus and points to possible cascades that may be involved in the longitudinal organization of the hippocampus.

## 1. Introduction

The first histological studies have shown that the hippocampus is a highly organized brain structure that includes the CA1-CA3 areas and the dentate gyrus. At first glance, histological uniformity along the longitudinal axis of the hippocampus seems to point to functional homogeneity of hippocampal cells located in the dorsal and ventral parts of the hippocampus. However, electrophysiological studies performed in the 1960s showed that EEG activity recorded in the dorsal and ventral parts of the hippocampus as well as connections formed by these two hippocampal parts strongly differ [1,2,3]. Later behavioral studies showed that selective lesioning of dorsal and ventral parts of the hippocampus induces different behavioral effects [4,5]. Analysis of connectivity also showed that the dorsal and ventral parts of the hippocampus send and receive projections from different brain areas [6]. Moreover, a recent study points to a different transcriptional response of the dorsal and ventral hippocampus in male and female mice to chronic corticosterone administration [7]. The results of studies on the analysis of the functions of the dorsal and ventral hippocampus under various conditions were summarized in numerous reviews [6,8,9,10,11,12].

Thus, physiological and behavioral studies laid the basis for the idea that, despite similar histological organization, the dorsal and ventral parts of the hippocampus have different functions and this difference may be related to the differences in the characteristics of the cells in these hippocampal parts. Recent studies employing next generation sequencing have helped to reveal the major sets of genes that determine the specific features of the cells in the dorsal and ventral hippocampus [13,14,15]. Moreover, it was shown that there is a subset of genes whose gradient of expression between the dorsal and ventral parts of the hippocampus remains stable from postnatal day 14 till postnatal day 45, whereas the expression of other genes changes with animal maturation [14]. However, the mentioned studies used quite a low coverage (7–15 million reads [13,14]), which is enough for detection of only highly expressed genes with strong differences between the groups [16]. In addition, previous studies used polyA-enrichment for the preparation of sequencing libraries [14] or were focused on mRNA expressed selectively in hippocampal neurons [15]. Low coverage, selective analysis of some subgroups of mRNA, and small number of samples in previous studies did not allow an analysis of the variability of dorsoventral gradient among animals and performance of detailed analysis of possible dorsoventral gradients of splice isoforms between hippocampal parts and analysis of expression of transposable elements, which are also expressed in the brain cells [17,18]. Furthermore, it was shown that cell subpopulations in the brain have specific transcriptomic signatures [19], however, the question about differences in the characteristics of non-neuronal cells between the dorsal and ventral parts of the hippocampus has not been addressed so far. It also is still unclear whether the gradient of gene expression between the dorsal and ventral parts of the hippocampus is stable among animals of similar age and whether the technical approaches can affect the analysis outcome. Therefore, the aim of our study was to evaluate the dorsoventral gradients of gene expression using RNAseq data obtained in a larger set of samples with a higher coverage after polyA-enrichment or depletion of ribosomal RNA and to compare it with data from previous studies.

## 2. Results

First of all, we analyzed the number of genes that are differentially expressed (DE) between the dorsal and ventral parts of the hippocampus in a polyA-enriched fraction (*n* = 7 animals) and samples that underwent rRNA depletion (RBD (*n* = 3 animals). 

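The polyA-enriched libraries hold RNA bound by oligo(dT) beads, that is, RNA with a poly(A) tail, while the RBD libraries hold all RNA left after ribosomal RNA was depleted. Male Wistar rats aged 3 months were used, and the 7 animals of the polyA dataset and the 3 animals of the RBD dataset were different animals. Each animal gave 1 dorsal and 1 ventral sample, so that 20 samples were compared. The authors deposited 1 table for both datasets with 32883 rows, 1 per gene, in which the gene counts of each sample are divided by a median-of-ratios size factor. These factors were taken over all 20 samples together. The rows carry no gene identifiers, so genes are given below by their row in the table and no gene names were assigned. All values above 0 were whole multiples of the smallest value of their sample, which gave back the number of reads on each gene. The dorsal polyA samples had 23825086 to 25262001 reads on genes (median 24482892) and the ventral polyA samples 24659949 to 25251109 (median 24906562). In the RBD samples the totals were lower, with 14920611 to 18282253 reads in the dorsal part (median 18046492) and 14991722 to 18647986 in the ventral part (median 15927456). At least 1 read was found for a median of 19631 genes in dorsal polyA, 19908 in ventral polyA, 18937 in dorsal RBD and 19106 in ventral RBD samples, and 7623 rows were 0 in every sample. The first principal component of log2 normalized counts held 51.8% of the variance and separated the polyA from the RBD samples, and the second held 26.8% and separated the dorsal from the ventral samples. Differential expression was tested in each dataset alone with limma on log2(normalized counts + 1), after a filter on low counts, and a gene was counted as DE at a Benjamini-Hochberg adjusted p below 0.1, the level that the paper used. A positive log2 fold change stands for higher expression in the ventral part. All fold changes are on the scale of log2(normalized counts + 1), which understates the change of genes with low counts.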

We found that number of DE genes in polyA-enriched samples was 7768 and 5423 genes in RBD samples (Figure 1A). 

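In the polyA dataset, 8008 of the 15152 genes tested were DE, of which 3835 were higher in the ventral and 4173 in the dorsal hippocampus. In the RBD dataset, 4178 of 14699 genes were DE, with 2117 higher in the ventral and 2061 in the dorsal part. The differences were mostly small. The median absolute log2 fold change of the DE genes was 0.27 in polyA and 0.46 in RBD samples, and the median standard error over the genes tested in both datasets was 0.059 in polyA and 0.11 in RBD samples. Large differences were more often directed to the ventral part. Among the polyA DE genes, 393 were higher in the ventral part by a log2 fold change of at least 1, and 201 in the dorsal part. For RBD these numbers were 468 and 289. The alternative that moved both counts most was a minimum absolute log2 fold change of 0.5, which left 2007 DE genes in polyA and 1908 in RBD samples. With RBD replicate 3 left out, 2178 genes were DE in the 2 other RBD animals. These fits have no term for the animal. With the animal as a block, 9056 genes were DE in polyA and 5895 in RBD samples.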

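Both tests covered 14174 genes. Of these, 3511 were DE in both datasets, and 3503 of them had the same direction, 1712 higher in the ventral and 1791 in the dorsal hippocampus. The other 8 had opposite directions. If the DE genes of the 2 datasets were independent of each other, 1122 genes with the same direction would be expected, so the observed number was 3.12 times higher. The common genes made up 83.8% of the RBD DE genes and 43.7% of the polyA DE genes, and 3142 of them (89.7%) had the same direction in all 10 animals. Being DE selects for such genes, and in RBD a gene can hardly be DE with 1 of 3 animals in the opposite direction. This share is thus not independent evidence of agreement between animals. The median absolute log2 fold change of the common genes was 0.42 in polyA and 0.49 in RBD samples, and 2478 of them (70.7%) had the larger absolute log2 fold change in RBD. The common genes had to pass the threshold in RBD, where their median standard error was 0.095 against 0.058 in polyA, which selects for large RBD fold changes. Over all 14174 genes, the share with the larger absolute value in RBD was 57.5%, with medians of 0.15 in polyA and 0.18 in RBD. The standard error of these genes was also larger in RBD (median 0.11 against 0.059), which by itself raises absolute values. Larger dorsoventral differences in RBD are thus not shown by this share. Without RBD replicate 3, the number of common genes was 2058, and with the animal as a block it was 4709. The genes with the largest differences were chosen by a rule that 2910 of the common genes met, namely a mean of at least 50 normalized counts in each dataset and the same direction in all 10 animals, ranked by the smaller of the 2 absolute log2 fold changes. Highest in the ventral direction was the gene in row 55, with 23.0 ± 14.2 normalized counts in the dorsal and 634 ± 213 in the ventral part of polyA samples (SD, n = 7), a log2 fold change of 4.87 (standard error 0.32, adjusted p = 9.55e-10 from limma). In RBD samples it had 33.4 ± 12.7 and 1146 ± 187 normalized counts (SD, n = 3). The gene in row 28155 followed, with 7.03 ± 2.39 and 154 ± 82.4 normalized counts in the dorsal and ventral polyA samples, a log2 fold change of 4.19 (standard error 0.26), and its highest ventral value was that of polyA replicate 1. In the dorsal direction, the gene in row 18333 came first, with 321 ± 64.1 normalized counts in the dorsal polyA samples. Its ventral polyA samples had at most 3 reads each, so that it was at least 121-fold lower in the ventral part. In RBD samples it had 358 ± 134 normalized counts in the dorsal and 3.07 ± 2.26 in the ventral part (SD, n = 3). The gene in row 22847 had 753 ± 93.2 normalized counts in the dorsal and 60.5 ± 15.1 in the ventral polyA samples, a log2 fold change of -3.65 (standard error 0.14, adjusted p = 2.35e-12 from limma), and -4.15 in RBD samples.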

Only 4275 genes had the same character of differential expression in both groups of samples. When we categorized these genes, we found that the differences between the dorsal and ventral parts of the hippocampus were associated with groups of genes related to “MAPK signaling pathways”, “Endocytosis”, “Calcium signaling pathway”, “Axon guidance”, etc., (Figure 1B–D). The DE genes in these groups did not have uniform predominance in one part of the hippocampus versus another but rather included subgroups of genes that were predominantly expressed in either the dorsal or ventral part of the hippocampus (Figure 1C,D). Note, however, that the expression of genes related to “Neuroactive ligand-receptor interaction” was shifted to the ventral hippocampus (Figure 1D), which, as we will show below, reflects a higher expression of genes encoding receptors of major CNS neuromediators in this hippocampal part.

Our next step was to categorize common DE genes in polyA-enriched and RBD samples in a more detailed way related to the involvement of the products of DE genes in intercellular communication. For the sake of simplicity in the figures below, we showed the 10 top genes from KEGG categories with the highest expression difference between the hippocampal parts and the rest of the genes from the same category are presented in the supplementary figures.

### 2.1. Function-Related Differences in Gene Expression between the Dorsal and Ventral Hippocampus

#### 2.1.1. Genes Related to Classical Neurotransmitters

The first categorized genes were related to signaling via classical neurotransmitters and included the genes encoding the receptors and transporters of these neurotransmitters. Glutamate is the major excitatory neurotransmitter in the CNS and our analysis showed that 18 genes related to glutamate signaling were differentially expressed between the dorsal and ventral hippocampus (Figure 2 and Figure S1) and the majority of them were subunits of NMDA, AMPA, and kainate receptors as well as glutamate metabotropic receptors.

Analysis of the DE genes related to inhibitory GABAergic transmission also revealed that the cells in the different parts of the hippocampus may express different subunits of GABAA receptors and transporters related to GABA signaling.

Genes related to cholinergic, dopaminergic, noradrenergic, and serotonergic signaling were also differentially expressed between the hippocampal parts (Figure 2 and Figure S1). The number of DE genes related purinergic and histaminergic systems was less numerous. Only expression of the genes of the adenosine receptor *adora1* and histamine receptor *hrh3* was shifted to one of hippocampal parts; *adora1* was higher in the dorsal hippocampus whereas *hrh3*, which is predominantly expressed in neurons [20], was predominant in the ventral hippocampus.

#### 2.1.2. Genes Related to Peptide or Protein Ligands and Their Receptors

Analysis of DE genes related to protein and peptide intercellular signaling showed that the dorsal and ventral hippocampal parts differed in the expression of ligands and receptors involved in wnt signaling (Figure 3). Other dorsoventral differences also included higher expression in the ventral hippocampus of receptors of somatostatin (sst), cholecystokinin (cck), neuropeptide Y, oxytocin, and thyroid hormones as well as signaling peptides predominantly expressed in hippocampal interneurons such vasoactive intestinal peptide (vip) and *sst*.

The general picture of the predominant expression of the receptors of various transmitters as well as their modulators in one of hippocampal parts is summarized in Figure S2. Note that sometimes the predominant expression of the receptors in one hippocampal part was associated with a higher expression of peptide ligands of the same receptors in the same hippocampal part (*cck* and *cckr*, *sst* and *sstr*, *tac1/4* and *tacr1*, *lynx*, and nicotinic acetylcholine receptors). However, for some ligand-receptor pairs, the relationships of the expression were opposite, i.e., expression of the receptor was higher in one hippocampal part whereas expression of the ligand was higher in another part (*nts* and *ntsr1*, *gal* and *galr*, *tac3* (*tac2* in mice) and *tacr3*, *trh* and *trhr*, *agt*, and *mas1*).

The next clear subgroup of genes whose expression differed between the dorsal and ventral hippocampal parts consisted of genes related to axon guidance cues and included genes predominantly encoding transmembrane proteins responsible for cell–cell interaction such as Netrins, Slits and their receptors (Robo), Ephrins and their receptors, and Semaphorins and their receptors (Plexins and Neuropilins) (Figure 3 and Figure S1). A diagram summarizing the relationship between the specific expression of proteins and their location in the hippocampus is shown in Figure S3. One specific detail may be seen in this diagram as well as in the data in Figure 3, viz., the expression of protein ligands (ephrins, Slits, some Semaphorins, and some Netrins) is predominantly shifted to the ventral hippocampus whereas the expression of their receptors (Eph receptors, Robos, and Plexins) is predominant in the dorsal hippocampus.

#### 2.1.3. Genes Related to Other Signaling Pathways

Next, we analyzed DE genes whose products are involved in intracellular calcium-mediated signaling and MAP kinase cascades (Figure 3 and Figure S1). The first group of genes related to calcium signaling included subunits of voltage-gated calcium channels (cacn genes). Interestingly, this group included only the alpha1 subunits of voltage gated channels despite the fact that practically all subunits were expressed in both hippocampal parts (except cacng1). The second group included genes encoding adenylate cyclases (adcy genes) activated by calcium (adcy1, adcy3, and adcy8) and adcy9 activated by G-proteins. Note that adcy3 and adcy8 were expressed at a higher level in the ventral hippocampus and the expression of the other two was higher in the dorsal part. Since the glutamate signaling pathway closely intersects with the G-protein- and Ca^2+^-signaling pathways, we summarized the data on the expression of genes associated with these signaling pathways on the diagram shown in Figure S4. As for the MAP kinase-related genes, this subgroup included 17 genes (Figure 3 and Figure S1) and the diagram summarizing their role in the MAP kinase cascades is shown in Figure S5. One salient detail that may be seen from this diagram is that tyrosine phosphatases related to the PTP and MKP families, which can inhibit ERK and JNK kinases, were predominantly expressed in the dorsal hippocampus whereas the expression of their targets ERK and JNK was shifted to the ventral hippocampus. The latter may point to the potentially higher role played by the ERK- and JNK-mediated pathways in the cells of the ventral hippocampus or a higher control over ERK and JNK by the mentioned phosphatases in the dorsal hippocampus.

### 2.2. Cell-Specific Differences in Gene Expression between the Dorsal and Ventral Hippocampus

The classification of genes may be performed not only on the basis of the functional role played by the gene product but also on the basis of cell subpopulations where the DE genes are predominantly expressed [19]. Therefore, we performed classification genes that are selectively expressed in one of the following cell subpopulations: astrocytes, microglia, vascular cells, neurons, and oligodendrocytes. Among these selectively expressed genes, we took 30 genes that are highly selectively expressed in a given cell subpopulation and using this classification identified subpopulation-selective genes among genes that were differentially expressed between the dorsal and ventral hippocampus. We found that only six genes related to astrocytes were differentially expressed between the hippocampal parts (Figure 4). Analysis of the DE genes specific for microglia showed that cd83 was the single gene differentially expressed between the dorsal and ventral hippocampal parts and its mRNA level was higher in the ventral hippocampus. As for genes encoding proteins selectively expressed in vascular cells, the expression of itm2a and tm4sf1 was upregulated in the ventral hippocampus. The neuron-specific genes included 18 genes and some of them may be united in the group of interneurons-specific genes (*sst*, *vip*, *cnr1*, *gad1*, *reln*, *dlx1*, *tac3*). The largest group (20 genes) of cell-specific genes consisted of oligodendrocyte-specific genes and their expression was increased in the dorsal compared to the ventral hippocampus.

### 2.3. Differences in the Dorsoventral Gradient between Datasets Are Related to Genes Expressed in All Cell Types

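A gene that is DE in 1 dataset alone is not thereby shown to differ between the datasets, so the difference itself was tested as the interaction of hippocampal part and library type, with the animal as a block and limma as above. Among the 14174 genes, 1439 (10.2%) had a dorsoventral difference that differed between the polyA and RBD samples. In 631 of them the 2 log2 fold changes had opposite signs. Of the 3503 common DE genes, which have the same direction in both datasets by definition, 459 (13.1%) were among the 1439. The number of genes depended strongly on single animals and on the block. It was 459 without RBD replicate 3, 741 without polyA replicate 3 and 828 without polyA replicate 2, and 28 without the block. The library types differ in their animals and in the reagent for RNA extraction too, so these cannot be separated from the way in which the libraries were made.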

The results presented in Figure 1 suggest that a large group of genes were differentially expressed between the dorsal and ventral hippocampus; however, they did not coincide between the polyA-enriched and RBD samples. Therefore, we decided to analyze the groups of DE genes that presented only in polyA and RBD samples (3493 and 1148 genes, respectively). 

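In the present fits, 4505 genes were DE in polyA and not among the common genes, and 675 genes were DE in RBD and not among them. With the animal as a block in limma, which uses the pairing of the 2 parts, the RBD-only group grew to 1186 genes. With DESeq2 the group had 457 genes without the block and 417 with it. Without RBD replicate 3, the RBD-only group of the main fit fell to 120. The fold changes of the polyA-only and RBD-only genes were smaller than those of the common genes. The polyA-only genes had a median absolute log2 fold change of 0.20 and the RBD-only genes of 0.31. The common genes also had to pass the threshold in the other dataset, which by itself selects for larger fold changes. Of the polyA-only genes, 4261 were also tested in RBD samples, where 3407 (80.0%) had the same direction and 445 of these an unadjusted p below 0.05. Genes with the same direction and the smallest RBD p count as common and were thus removed beforehand. The 445 therefore do not measure how often polyA differences recur in RBD. Of the 594 RBD-only genes also tested in polyA samples, 474 (79.8%) had the same direction. Among the 5824 genes that were tested in both and DE in neither, the direction was the same for 58.6%. The test of the difference between the datasets found 473 of the 4261 polyA-only genes (11.1%) and 258 of the 594 RBD-only genes (43.4%). The 8 genes that were DE in both datasets with opposite directions count in both groups. The rest of both groups was selected for being DE in 1 dataset and not in the other. This selection by itself raises these shares, so they are not compared with those of other genes. The total depends on single animals as given above. For the other genes of both groups a difference between polyA and RBD samples was not shown.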

Despite a large number of genes in each case, classification using KEGG categories revealed relatively small number of gene groups. The RBD-specific groups of DE genes included genes related to inositol signaling and ribosome proteins (Figure S6A,B). In the polyA-enriched samples, the groups of genes that were differentially expressed between the dorsal and ventral hippocampus included the genes associated with ribosomal proteins, oxidative phosphorylation, transport, ubiquitin signaling, and spliceosome (Figure S6C,D). Note that in both groups of samples, the genes had a medium to very high average expression level and a very low differential expression or very low basal expression and medium Log_2_FC. These characteristics of expression suggest that addition of a single sample with deviant expression in one hippocampal part can easily lead to the exclusion of this gene from the set of genes with a dorsoventral gradient of expression.

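The paper's classes of average expression and of absolute log2 fold change (legend of Figure 2) were applied to the mean of all 20 samples and to the fold change of the dataset in which a gene was DE. The paper's remark on these classes follows its gene categories, whose genes could not be identified here. All genes of each group were therefore used, which may differ from the genes that the remark covers. Of the 4505 polyA-only genes, 2770 (61.5%) had a middle to very high average and a very low log2 fold change, that is, at least 300 normalized counts and less than 0.5. A very low average, below 50 normalized counts, together with a middle log2 fold change of 1 to 2 was found for 83 genes (1.84%). Of the 675 RBD-only genes, 421 (62.4%) showed the first combination and 55 (8.15%) the second. Either combination was thus found for 63.3% of the polyA-only and 70.5% of the RBD-only genes. Among the 3503 common genes, either combination was found for 53.1% with the polyA and 50.2% with the RBD fold changes. The groups differed most in the share of genes with a very low log2 fold change at any average. This share was 87.4% for the polyA-only genes against 58.9% for the common genes with polyA fold changes. It was 72.6% for the RBD-only genes against 50.8% for the common genes with RBD fold changes. The common genes also had to pass the threshold in the other dataset, which selects for larger fold changes. These contrasts therefore follow at least in part from the selection. A low average of 50 to 300 normalized counts with a very low log2 fold change, which neither combination covers, was found for 21.3% of the polyA-only and 10.2% of the RBD-only genes.

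**Figure D1:**
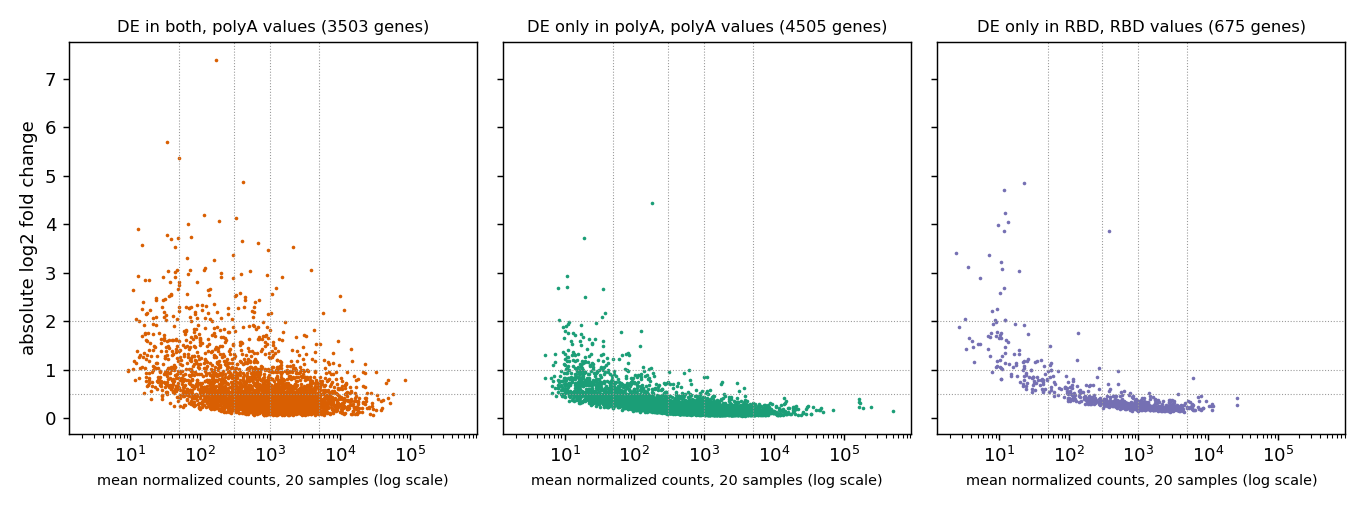
Absolute log2 fold change (ventral against dorsal) and mean normalized counts over the 20 samples (log axis) of each DE gene, with 1 point per gene and dotted lines at the limits of the paper's classes. Points below the lowest horizontal line have a very low log2 fold change, which holds for 58.9% of the common genes on the left (polyA fold changes, 50.8% with RBD fold changes), 87.4% of the polyA-only genes in the middle and 72.6% of the RBD-only genes on the right.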

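How far a single animal decides whether a gene is DE was measured by leaving out each animal in turn, with both of its samples. The 7 fits to 6 polyA animals gave 7450 to 7634 DE genes, and adding the animal that had been left out removed 174 to 284 of them (2.32% to 3.73%). The 3 fits to 2 RBD animals gave 2178 to 3232 DE genes, of which 49 to 268 (2.25% to 8.29%) were lost with the third animal. No gene that was DE both with and without an animal changed its direction. As the compared fits share most of their animals, this was practically fixed beforehand and does not show stability. In the other direction, leaving out 1 polyA animal removed 2.11% to 4.17% of the common and 11.1% to 14.6% of the polyA-only genes. Leaving out 1 RBD animal removed 25.1% to 42.3% of the common and 49.5% to 84.0% of the RBD-only genes. Every such fit has fewer samples and gave fewer DE genes, whichever animal was left out. These losses therefore cannot tell the effect of a single animal from that of the smaller number of animals. In all 7 polyA fits, 93.2% of the common and 70.9% of the polyA-only genes were DE, and in all 3 RBD fits 49.1% of the common and 9.48% of the RBD-only genes. Among the polyA-only genes, 64.6% had the same direction in all 7 animals and 29.6% had 1 animal with the opposite direction. For the common genes these shares were 89.8% and 8.88%. In RBD, where a gene can hardly be DE with 1 of 3 animals in the opposite direction, these shares are set by the selection and are not compared. From the levels and fold changes of these genes, the paper proposes that 1 sample with deviant expression can take a gene out of the set with a dorsoventral gradient.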

### 2.4. Genes with Stable Dorsoventral Gradients of Expression

Our next step was to analyze whether the dorsoventral gradients of expression described above were stable and did not change during postnatal ontogeny and were independent of animal origin and sequencing approaches. To this aim, we took data from previous publications [13,14], annotated them, and analyzed the intersection of the dorsoventral gradient of gene expression between our samples and the samples taken from the mentioned studies. We found that the number of genes whose dorsoventral gradient of expression was the same in our samples and the samples from [14] at the age of 45 days (P45) was 1260 (Figure 5). To identify ontogenetically stable DE genes, we intersected them with DE genes at P28 and P14 and the number reduced to 733 (Figure 5A). We also categorized these ontogenetically stable genes using the above principles and found that the number DE genes related to glutamate, GABA, and other signaling pathways reduced (Figure 5B,C).

We also analyzed the intersection of the DE genes in our samples and the samples taken from adult animals in [13,14]. We found that the number of DE genes was 544, i.e., the variability of technical conditions and animal strains between the studies strongly reduced the number of DE genes between the hippocampal parts (Figure 6A). Further categorization of the DE genes also revealed a strong reduction or even disappearance of some groups of genes related to the aforementioned signaling pathways (Figure 6B–D). However, the last comparison of the DE genes between the studies showed that there was still a set of genes that were differentially expressed between the dorsal and ventral hippocampus which form some sort of “core” genes whose expression is stably different in adult rats.

### 2.5. Differential Alternative Splicing between the Dorsal and Ventral Hippocampus

Our next aim was to analyze whether mRNA transcripts expressed in the dorsal and ventral hippocampus may represent different splice isoforms of the same mRNA. To this aim, we used the DEXseq-stageR pipeline [21]. We found that among the polyA-enriched and RBD samples, the number of differentially spliced (DS) mRNAs was different and only 64 genes had a similar character of dorsoventral gradient of splicing in both types of samples (Figure 7A). Differentially spliced mRNAs were predominantly related to the cAMP signaling pathway, and the dopaminergic and glutamatergic synapses (Figure 7B) had a higher number of exons than all the other annotated genes (Figure 7C). The problem of classification shown in Figure 7B is that it is meaningless from a physiological viewpoint. Therefore, since the number of DS genes was relatively small, we analyzed these genes in greater detail and found that the DS genes between the dorsal and ventral hippocampus included genes encoding cytoskeleton-related proteins (*ank2*, *map2*, *pclo*, *mprip*, *klc1*, *fmn1*, *kif1b*, *cyfip1*, *plec*) and membrane-bound proteins related to the formation of synapses (*grm1*, *gria3*, *rims2*, *shank2*, *bin1*, *mpp6*) and cell adhesion or extracellular matrices (*adgrl1*, *ncam2*, *cadm1*, *tspan9*, *nrcam*, *rtn3*, *rtn4*, *itih3*, *nrxn1*, *nrxn2*). Detailed analysis of differential splicing showed that the difference between the dorsal and ventral parts of the hippocampus consisted of the predominant expression of shorter or longer splice variants or exon skipping in one of the hippocampal parts (Figure S7). It should be noted that, in the case of DS genes, we found a strong dependence of the detected splicing forms on the approach used for the preparation of the RNAseq libraries. This may be seen by the example of several of the genes presented in Figure S7. For example, *nrxn1* expression in the ventral hippocampus was characterized by predominance of 5′ exons in the RBD samples whereas in the polyA-enriched samples 3′ exons were more numerous. Similarly, in the dorsal hippocampus, nrxn1 exons closer to 5′-end were enriched in the RBD samples, whereas 3′-associated exons were more numerous in the polyA-enriched fraction. However, despite this difference in the coverage of exons, it may be noted that, in both the RBD and polyA samples, the dorsal and ventral areas of the hippocampus differed in the splice variants. The dorsal hippocampus in the polyA samples had a higher content of shorter *nrxn1* variants compared to the ventral hippocampus (both lacked the 16th exon bin). In the RBD samples, the ventral hippocampus also contained longer variants than the dorsal hippocampus, however, they both contained the 16th exon bin, pointing to possibility that there may be a transcript related to the nrxn1 gene, which terminates at the 16th exon bin and is not polyadenylated. A similar character of DS between the RBD and polyA samples was found for other DS genes (Figure S7).

### 2.6. Analysis of Differential Expression of Transposable Elements

Finally, we decided to assess the ventral/dorsal differences in the expression of various transposable elements (TE), which are known to be abundant in the adult brain [17,18]. To achieve this goal, we re-mapped all of the reads from the PolyA and RBD samples and quantified their mappings to genomic repeats, present in the Repeatmasker annotation, with respect to their position at the most proximal genes (Figure 8A).

The main difference to note was related not to the hippocampus itself but to the cDNA-library preparation method. The non-polyA filtered (RBD) samples preserved a much higher amount of repeat reads with the most significant proportion of them mapping to the L1 family (Figure 8A), while the polyA samples contained a smaller read number and had Alu as its most expressed group (Figure 8A). All expressed TE from both datasets were predominantly located in introns or were intergenic (Figure 8B), though this difference suddenly shifted to a dominance of 3′UTR loci, if we limited the total number of repeats per family to only the 1000 most expressed (Figure S8A). We also observed the unexpected absence of TE-loci contained in genic 5′UTRs numbering less than 1% for all datasets and groups (Figure 8B).

Given the somewhat noticeable differences between the dorsal and ventral areas of the hippocampus in the RBD datasets (Figure 8A), we also performed a differential expression analysis on aggregated TE family reads and indeed found this difference to be significant for the RBD data (*p*. adj. < 0.1) with a slightly higher expression in the ventral hippocampus for most TE types (log2FC ~0.2–0.3) and present in two out of three samples (Figure 8C). To check whether these results were biased toward our data, we repeated a similar analysis with the hippocampal development dataset [14] and also found a significant dorsal/ventral TE expression difference, with some of the same TE families being more abundant in the ventral hippocampus across different developmental stages (Figure 8D). We also observed the same tendency of 3′UTR-positioned TE loci predominance in the development dataset (Figure S9), which, given its quite low coverage, could suggest their earliest read saturation during sequencing.

## 3. Discussion

Our study is a continuation of previous studies [13,14,15] that were focused on the analysis of the molecular differences between the dorsal and ventral parts of the hippocampus. The main advantage of our study compared to the previous studies is that we used a significantly higher coverage and larger number of animals in the groups. In addition, we also included a group of samples where, instead of standard polyA-enrichment [14], depletion of ribosomal RNA was performed, which helped us to detect additional features of the dorsoventral differences. Our analysis also included an estimation of possible cell-specific mRNAs, differential splicing, and expression of various transposable elements.

### 3.1. Technical Issues

Our comparison of the dorsoventral differences in gene expression between the datasets from different studies suggests that there was some dissimilarity between our data and data of previous studies [13,14] and the strongest difference appeared with the dataset from the study of the developmental analysis of dorsoventral gradients [14]. Presumably, a very low coverage and small number of animals (two rats in one group) could lead to the detection of irrelevant dorsoventral differences, although the contribution of biological variability and changes related to the aging of animals (our animals were aged 3 months compared to 45 days in [14]) cannot be excluded. It should be noted that the RNAseq analysis in our previous study [13] was performed in the hippocampi of animals subjected to surgery (intracerebroventricular injection of saline) and a series of behavioral tests (Morris water maze, open field, T-maze, and passive avoidance). It may be expected that this battery of behavioral tests could affect the functioning of both hippocampal parts in a different fashion and shift the dorsoventral gradients of gene expression compared to resting animals. However, less than 10% of DE genes in [13] did not coincide with the DE genes in the current study suggesting that the detected differences between the hippocampal parts are unlikely to be sensitive to stresses.

It is worth noting that our study was focused on the analysis of the differential expression of RNA between the hippocampal parts and may be considered non-relevant from a physiological viewpoint since the major functions are performed by proteins, not RNA. However, in our study, we were not focused on the analysis of the processes that are induced by some stimuli but rather analyzed the steady state when no additional stimuli were provided to the animals to provoke an additional transcriptional or translational response. The latter is important since, under the conditions of physiological balance, the differences in the level of RNA are likely to be directly related to the differences in protein level and the functions performed by these proteins.

### 3.2. Functional Importance of Dorsoventral Gradients

Our analysis shows that many axon-guiding ligands and their receptors as well as genes associated with wnt signaling were expressed in both the dorsal and ventral hippocampus of adult rats. Moreover, there was a gradient of the expression of some of these genes between the dorsal and ventral hippocampus. The majority of these axon-guiding and wnt-related molecules are critical in early ontogeny during the formation of synapses within and between brain structures. The fact that their expression did not cease after animal maturation points to other important roles played by these molecules in the functioning of hippocampal cells. In adult animals, some semaphorins are critical for hippocampal synaptic plasticity whereas others are proposed to be critical for neurogenesis and axon guidance under some conditions [22]. The problem is that sema5a and sema7a, whose roles are predominantly studied in neurogenesis, are expressed not only in the dentate gyrus but also in the CA3 and CA1 areas [15], which are not related to neurogenesis. A similar situation may be seen for ephrins, robo-slit, and wnt signaling, where their roles are established during synapse formation in early ontogeny and are practically unknown in adult animals [23,24]. In addition to the mentioned dorsoventral gradients of axon-guiding molecules, we also found differences between the hippocampal parts in the splicing of mRNA encoding molecules involved in intercellular interaction and the formation of synapses such as neurexins, ank2, pclo, shank2, nrcam, etc. The latter implies that the formation and functioning of “typical” synapses in the dorsal and ventral areas of the hippocampus may have substantially different structural bases and, as a consequence, specific regulation. Our data also suggest that the specific characteristics of the hippocampal parts comes not only from the composition of the intracellular and synaptic proteins but also from the predominance of the specific receptors of classical mediators in neurons of a given hippocampal part. Thus, it may be concluded that the convergence of both mediator combination and specific cell interaction molecules provides basis for the uniqueness of cell–environment interaction in the dorsal and ventral areas of the hippocampus.

Importantly, we found that the hippocampal part where some protein/peptide ligands, which are related to either “typical” signaling peptides or axon guiding cues, were expressed at higher level did not always coincide with the hippocampal part where their receptors were predominantly expressed. This splitting may point to the important role played by these signaling systems (semaphorins, slit-robo, ephrins) in the formation of longitudinal synaptic contacts (in case of axon guiding molecules) and information transfer along the longitudinal hippocampal axis.

An important aspect of our study is that we also analyzed the expression of cell-specific genes in the dorsal and ventral hippocampus. We found that expression of some markers of all major cell subpopulations, including neurons, astrocytes, oligodendrocytes, microglia, and vascular cells, differed between the studied hippocampal parts. The most numerous group of genes is related to oligodendrocytes. So, far it is not clear what determines a higher expression of oligodendrocyte-related genes in the dorsal hippocampus. Presumably, it may be related to a higher number of oligodendrocytes in this hippocampal part because a large number of myelinated axons, which originate from neurons along entire hippocampus, pass the dorsal part of the hippocampus to form the fimbria/fornix. Among the neuron-specific genes, one group of genes may be characterized as markers of interneurons (gad1, sst, vip, tac3, dlx1) and a dorsoventral gradient of their expression may reflect the potential differences in the number (and/or size) of the specific subpopulations of interneurons in the dorsal and ventral hippocampus. This difference in the number of interneurons expressing some markers was demonstrated in [25], and our data were in agreement with it in respect to the gradient of sst expression. Interestingly, practically all previous studies focused on hippocampal interneurons have never considered a potential role that the relationship between the distinct subpopulations of interneurons may play in the functioning of the dorsal and ventral hippocampus.

The least numerous groups of cell-specific genes differentially expressed between the hippocampal parts were related to astrocytes, microglia, and vascular cells. The differences in the number of cells related to these subpopulations have not been described so far and the small number of cell-specific markers suggests that the difference in the number of cells hardly explains the observed differences but rather reflects shifts in some characteristics of the cells in one of the hippocampal parts. The role of these gradients in the functioning of the dorsal and ventral areas of the hippocampus remains unclear and requires further study.

### 3.3. Expression of Transposable Elements

We found that both parts of the hippocampus expressed all the major types of transposons, which is in agreement with previous reports (reviewed in [18]). We showed here that the analysis of TE expression is better performed after the depletion of ribosomal RNA than after polyA-enrichment pointing to the fact that TE of all types expressed in both hippocampal parts were mostly not polyadenylated. Our data suggest that the amount of LINE, LTR, and SINE elements strongly increased in the RBD samples compared to the polyA-selection. Moreover, we showed that the majority of the transcribed intergenic, sense, and antisense intronic TE were not polyadenylated and this seems to be a rule for LINE elements L1 and L2, endogenous retroviruses, Alu elements, etc., in both hippocampal parts. One of the unusual findings that we made during our analysis was that TE were almost absent in transcripts related to 5′UTRs compared to the other parts of annotated genes. Presumably, this is related to the considerably shorter sequence of 5′UTR compared to the coding sequence and 3′UTR, although we cannot exclude the existence of some additional regulatory mechanisms that may suppress TE transcription from 5′UTRs.

We also show that the expression of the majority of TE was weakly shifted to the ventral hippocampus and this shift partly coincided with the dorsoventral differences that we found in previously published data. Moreover, our analysis of the previous developmental data points to the possibility that the expression of TEs alters during maturation of the hippocampus and the ontogenetic changes also depends on the hippocampal part. However, due to the low coverage and small number of samples, it is hard to make an unambiguous conclusion about ontogenetic changes and further targeted studies are necessary to clarify the importance of these changes.

## 4. Materials and Methods

### 4.1. Animals

All experimental procedures were conducted in accordance with the European Communities Council Directive of 24 November 1986 (86/609/EEC) on the protection of animals used for scientific purposes. The study protocol was approved by the Ethics Committee of the Institute of Higher Nervous Activity and Neurophysiology of RAS (approval number: 2019-012).

### 4.2. Sample Acquisition for RNA-seq

Wistar male rats aged 3 months were used for this study. The rats were handled for 4 days before tissue collection. The animals were decapitated, and hippocampi were isolated. The hippocampus, including the dentate gyrus, CA3, CA2, CA1, and subiculum, was equally trisected to divide it into the ventral, intermediate, and dorsal parts. Only the ventral and dorsal parts were collected for the study, frozen in liquid nitrogen and then stored at −70 °C until RNA isolation.

### 4.3. RNA Extraction, cDNA Library Construction, RNA-seq and Data Analysis

Total RNA for polyA-enrichment was extracted using Qiazol reagent (Qiagen, Hilden, Germany) according to manufacturer’s protocol. For RNA sequencing, libraries were prepared according to the following protocol: (1) mRNA isolation from total RNA with oligo(dT)-coated magnetic beads; (2) RNA fragmentation; (3) cDNA generation by reverse transcription using random primers followed by double-stranded cDNA synthesis; (4) reparation of ends, 3′-adenylation, and ligation of adapters; (5) polymerase chain reaction using adapters (PCR products were purified with Ampure XP Beads and dissolved in EB solution); (6) the library was validated with an Agilent Technologies 2100 bioanalyzer; (7) the double-stranded PCR product was denatured and cyclic molecules were synthesized from it using the splint oligo sequence, and the result was a library of single-stranded cyclic molecules; (8) the library was amplified with phi29 DNA polymerase to form nanodroplets containing more than 300 copies of a single DNA molecule. Sequencing was performed on a DNBseq platform in the “Genomed” company (Russia).

Total RNA for samples undergoing depletion of ribosomal RNA was extracted using ExtractRNA reagent (Evrogen, Russia) following the manufacturer’s protocol. Depletion of ribosomal RNA was performed using a MGIEasy rRNA Depletion kit. Sequencing was performed on the DNBseq-G400 platform in the “Genomed” company (Russia).

### 4.4. Bioinformatic Analysis

#### 4.4.1. Read Mapping and Counting

To estimate gene expression, the sequenced reads were mapped to the ENSEMBL version of Rat genome (Rnor6.0) using STAR [26] with default parameters and raw read counts obtained using FeatureCounts [27]. For each dataset, counts were normalized by the “median-of-ratios” method and subjected to differential expression analysis using DESeq2 R-package [28] with chosen *p.* adjusted significance level < 0.1. To estimate the transposable element expression, reads were re-mapped using STAR with parameters, allowing for multimapping reads detection—*outFilterMultimapNmax 500* and—*winAnchorMultimapNmax 500*. We used RepeatMasker rn6 genome annotation, included in the TEtranscripts software [29] as a reference for counting and loci-level counted TE with the Bayesian mixture model approach, implemented in Telescope [30]. Estimation of TE loci position within genes (CDS, UTR) was made with custom scripts and GenomicRanges R-package [31], and family-level differential expression TE analysis was performed using DESeq2 while utilizing per-sample normalization (size) factors from gene DE. For estimation of transcript abundance, we used Salmon [32] and assessed differential transcript usage in both datasets through the DEXSeq-StageR pipeline [21] with StageR provided *p*. adjusted < 0.1. Expression per all non-overlapping exons in each gene (“exon bins”) was counted with DEXSeq scripts prepare_annotation.py and dexseq_count.py [33].

#### 4.4.2. Gene Ontology and Visualisation

Gene ontology/KEGG category search was performed using the clusterProfiler R-package [34], with a chosen *p*. adjusted significance level < 0.05. KEGG pathways were visualized with the Pathview [35] internet resource. Gene expression visualizations were carried out using R-packages ggplot2, ComplexHeatmap [36], VennDiagramm [37]. Regularized logarithm expression values were used for constructing gene- and family-level TE heatmaps. Transcript model images were constructed by IsoformSwitchAnalyzeR package [38].

#### 4.4.3. RNA-seq Data Access

RNA-seq data was deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) under the accession number GSE208330; a link for reviewers: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE208330 (accessed on 28 August 2022).

## 5. Conclusions

Previous analysis of the functions of the dorsal and ventral parts of the hippocampus suggests that these hippocampal parts are involved in the implementation of different functions despite a similar histological structure. We further extended these data and showed that different technical approaches revealed different specific features of gene expression in the hippocampal parts. We compared the data obtained using typical polyA-enrichment with the results of the analysis of the entire RNA pool comprising both polyadenylated and non-polyadenylated RNA. The data on the differential expression of mRNA largely coincided between datasets obtained using different approaches whereas the results of the splice isoforms and transposable elements strongly differed. 

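Splice isoforms and transposable elements were not analysed here. For the genes tested in both datasets, the log2 fold changes in polyA and RBD samples had a Pearson correlation of 0.87 and a Spearman correlation of 0.74 across genes, which are not independent replicates. With no filter on low counts, Pearson's correlation was 0.66, the lowest value among the alternatives. Across the common DE genes alone it was 0.96, but these genes were selected for being DE with the same direction in both datasets, which fixes a high value. The log2 ratios of single animals had a median correlation of 0.72 between a polyA and an RBD animal (0.66 to 0.76 over 21 pairs of animals). Between 2 polyA animals it was 0.80 (0.77 to 0.82 over 21 pairs), and between 2 RBD animals 0.75 (0.75 to 0.76 over 3 pairs), which lies within the range between the datasets. For the 4610 genes with a mean of at least 1000 normalized counts, the medians were 0.86 between the datasets (0.77 to 0.90), 0.92 between polyA animals (0.86 to 0.94) and 0.89 between RBD animals (0.89 to 0.91), with ranges that overlap.

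**Figure D2:**
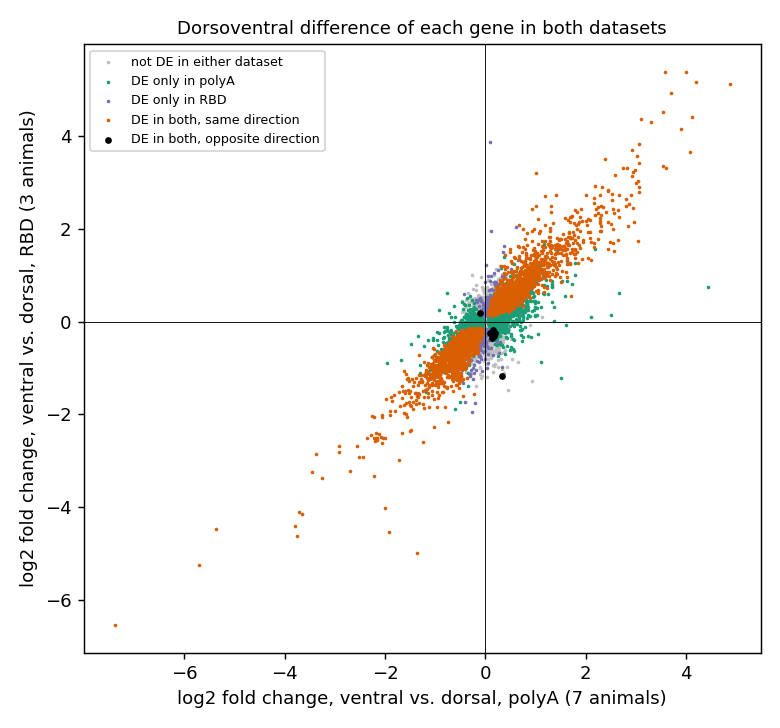
Log2 fold change (ventral against dorsal) of each of the 14174 genes tested in both datasets, in polyA samples on the horizontal and in RBD samples on the vertical axis, with 1 point per gene coloured by the datasets in which it was DE. The 3503 common genes, selected for the same direction in both datasets, lie in the lower left and upper right, and the 8 genes that were DE with opposite directions lie near the centre.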

The detected differences point to the necessity of the generation of common approaches for the analysis of gene expression in the hippocampus, but our data suggest that analysis of the expression of transposable elements should be performed in samples after depletion of ribosomal RNA.

We showed that the functional splitting of the hippocampus was associated with the predominant expression of genes related to various neurotransmission cascades and proteins involved in intercellular communication in one of the hippocampal parts. Moreover, our analysis of the expression of transposable elements, which serve as regulators of transcription and translation machinery, revealed a slightly higher expression of the majority of the transposable elements in the ventral hippocampus pointing to the possible basis of differential gene expression between the hippocampal parts.

Our analysis based on the expression of cell-specific markers showed that the dissimilarity between the hippocampal parts also included differences in the expression of several astrocytic, microglial, and vascular markers pointing to the possibility that the functions of these cells may differ between the hippocampal subdivisions. This, as well as the putative gradient in the density of oligodendrocytes and interneurons between the dorsal and ventral parts, provided an additional dimension to the structural heterogeneity of the hippocampal parts.

## Figures and Tables

**Figure 1:**
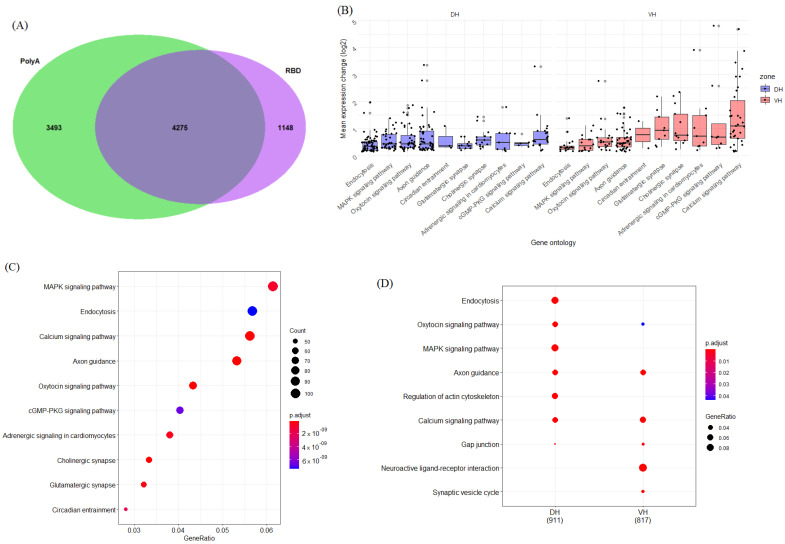
(**A**) Intersection between genes differentially expressed (dorsal vs. ventral hippocampus (DH vs. VH)) in PolyA and RBD datasets. (**B**) Top 10 DH- and VH-dominant (blue, red) gene ontology categories for PolyA/RBD intersection gene set. *X* axis represents ontology category; *Y* axis, log_2_ fold change, averaged across all genes in the group. (**C**) Plot showing top 10 most significant KEGG categories for PolyA/RBD intersection gene set (4275). (**D**) Plot showing statistical comparison of KEGG category enrichment in Ventral (VH) vs. Dorsal (DH) gene lists.

**Figure 2:**
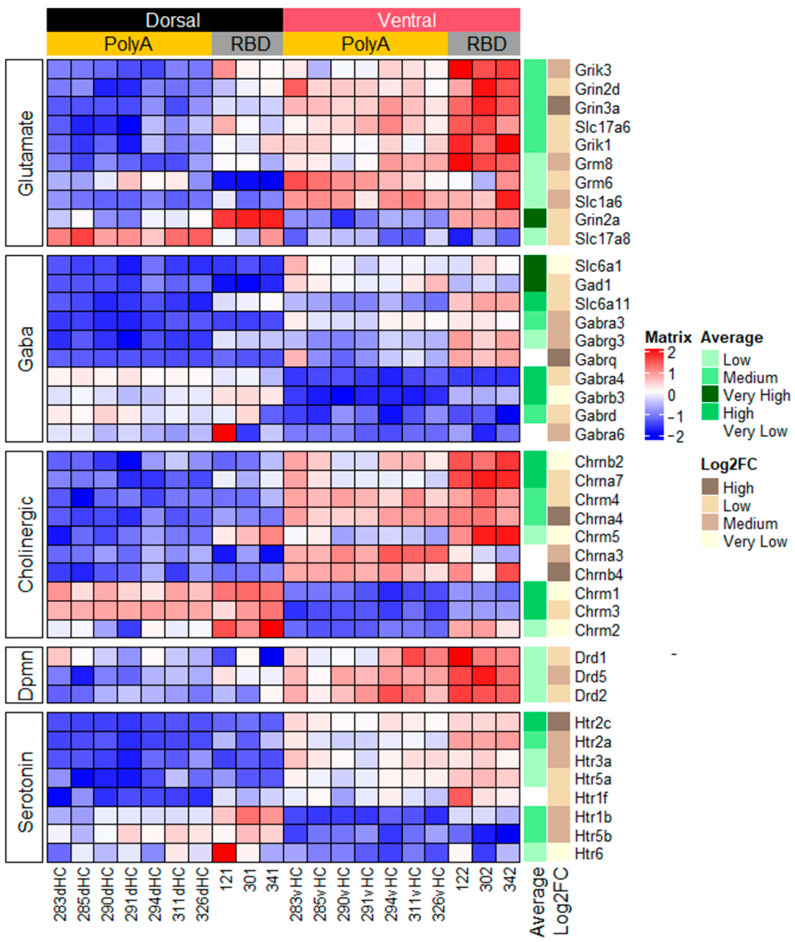
Heatmap showing 10 most DE genes for 5 KEGG categories, related to classical neurotransmitter signaling. Colors represent variation around the mean, red color signifies higher expression values. Average (gradation of green) represents mean expression across all datasets. We discretized average values as follows: Very Low, <50 normalized counts; Low, 50–300; Middle, 300–1000; High, 1000–5000; Very High, >5000. Log_2_FC (gradations of brown) is absolute log_2_ fold change with sign depending on heatmap color. Log_2_FC values were discretized as follows: Very Low, <0.5; Low, 0.5–1; Middle, 1–2; High, >2. Dpmn, dopamine.

**Figure 3:**
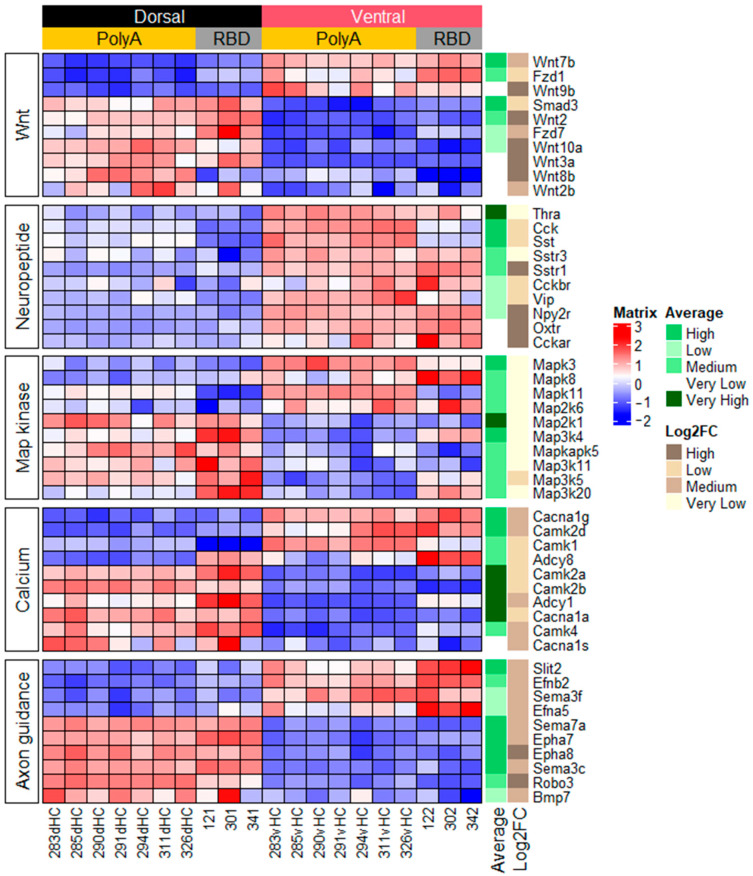
Heatmap showing 10 most DE genes for 5 KEGG categories related to calcium signaling and axon guidance cues. Colors represent variation around the mean, red color signifies higher expression values. All designations are identical to Figure 2.

**Figure 4:**
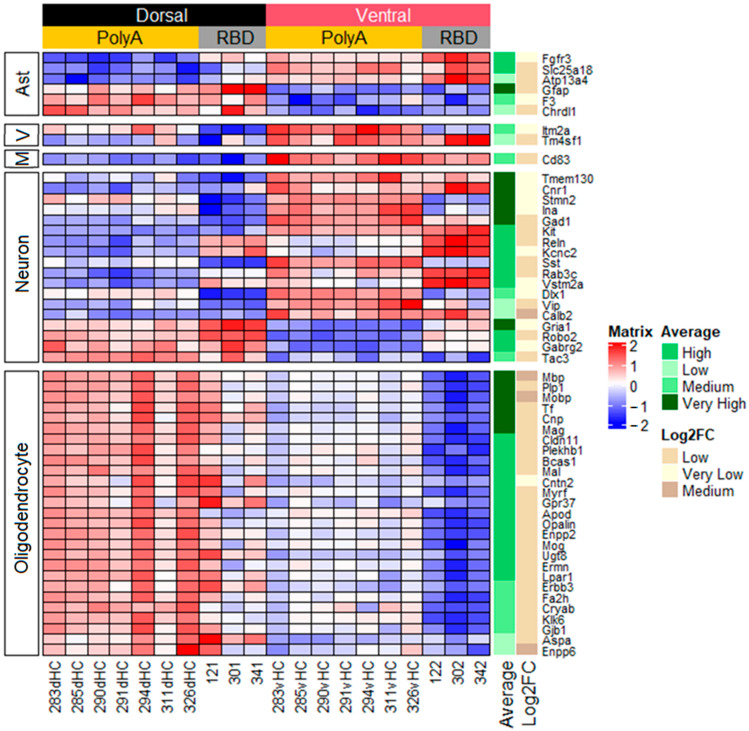
Heatmap showing DE genes, present in lists of top 30 most expressed cell-type-specific genes from [19]. Ast, astrocytes; V, vascular cells; M, microglia. All other designations are identical to Figure 2.

**Figure 5:**
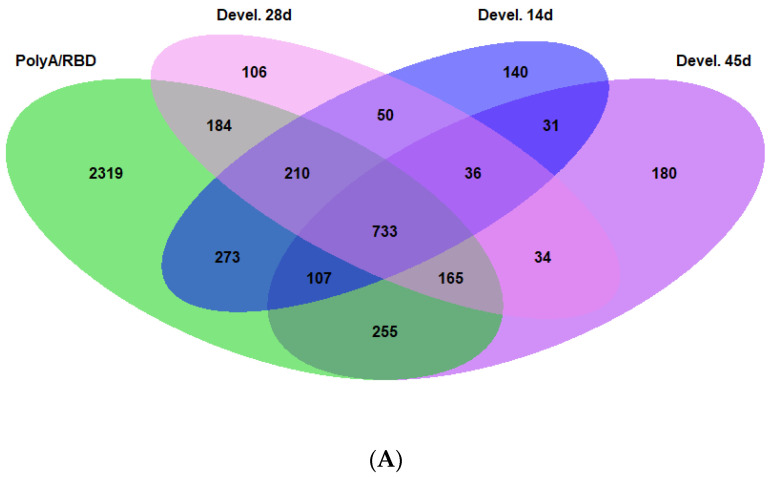

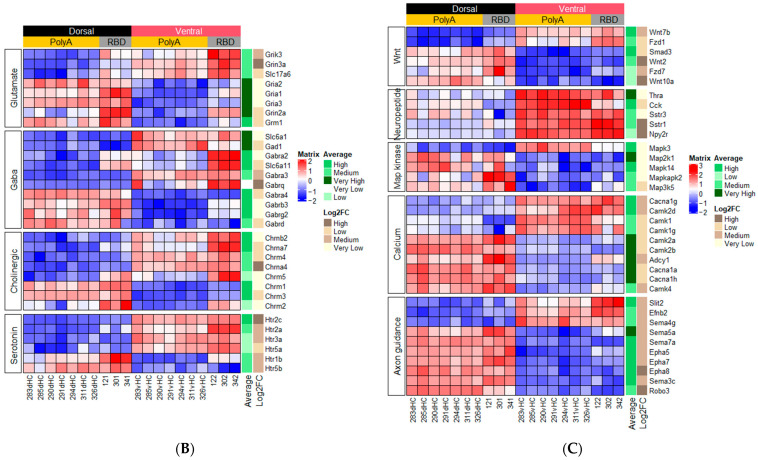
(**A**) Intersection between genes differentially expressed (VH vs. DH) in polyA/RBD conserved gene set (4275) and hippocampal development dataset from [14]. (**B**,**C**) Heatmaps for genes from intersection between our dataset and datasets for P45 from [14].

**Figure 6:**
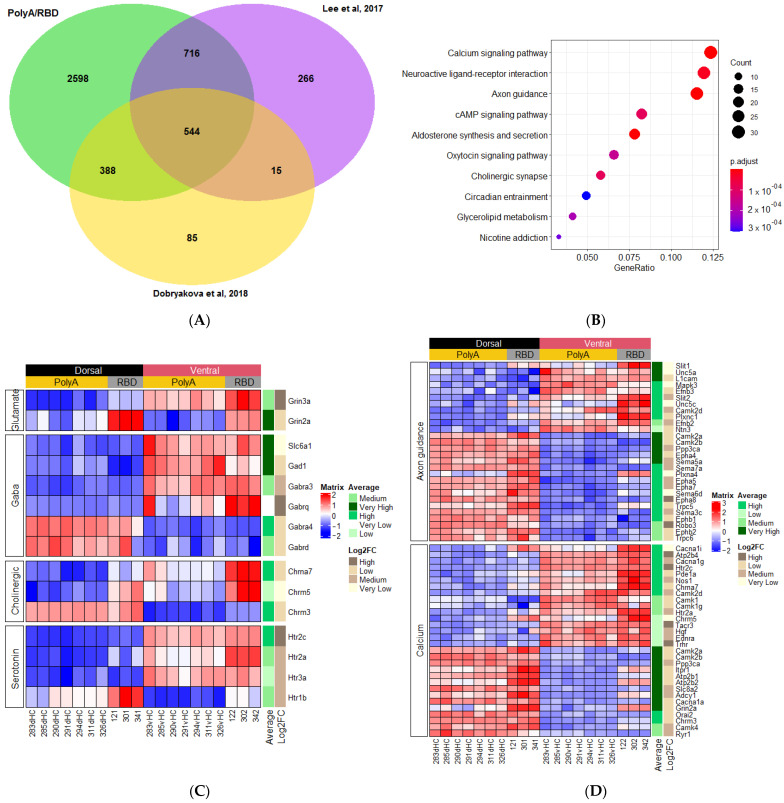
(**A**) Intersection between genes differentially expressed (VH vs. DH) in PolyA/RBD conserved gene set (4275) (green), our previously published data [13] (yellow), and hippocampal development dataset from [14] (purple). (**B**) KEGG plot for 544 genes that fall into intersection. (**C**,**D**) Heatmaps showing neurotransmitter and calcium/axon guidance KEGG category genes from 544 ‘core’ set.

**Figure 7:**
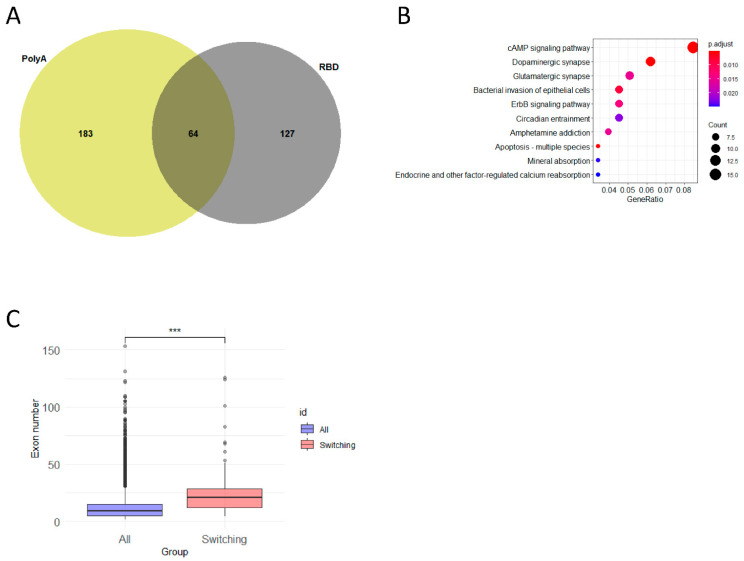
(**A**) Intersection between genes undergoing differential transcript usage (DTU) in PolyA (VH vs. DH) and RBD (VH vs. DH) datasets. (**B**) Top 10 KEGG categories for genes that fell into intersection from (**A**). (**C**) Comparison of mean exon numbers between DTU and non-DTU genes. ***, result is significant with *p* < 0.05 (Mann-Whitney test).

**Figure 8:**
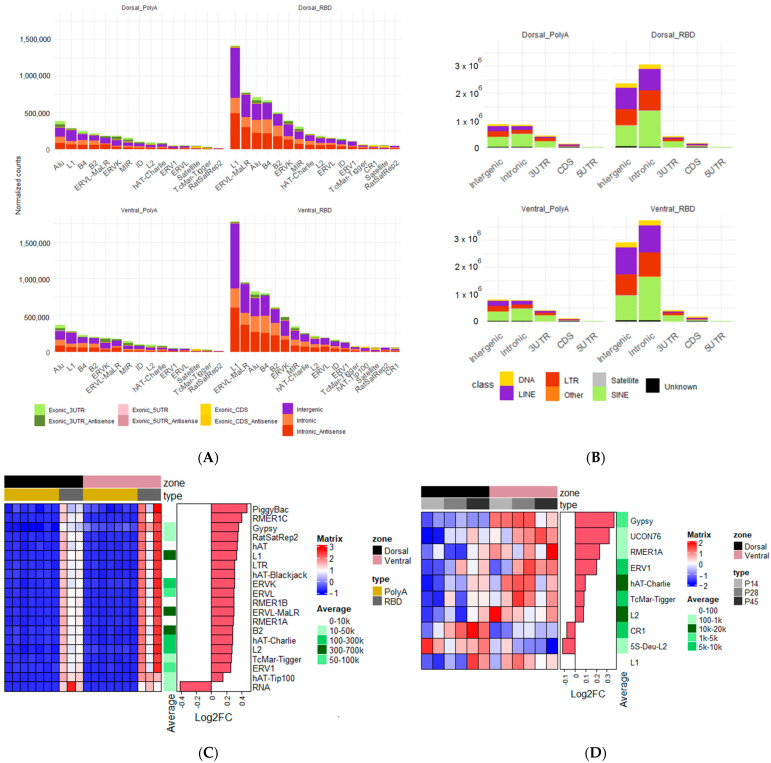
(**A**) Normalized read count per repeat family, summarized by number of different genic/intergenic positioned loci in each. (**B**) Normalized read count per genic/genomic position, summarized by repeat class. (**C**) Heatmap showing z-scored repeat-expression difference between four datasets (left), read number averaged across all datasets (middle), and relevant log_2_ fold change (right). All changes were significant for RBD dataset with *p*. adj < 0.1. (**D**) Heatmap with similar measurements for developmental dataset from [14].

## Data Availability

RNA-seq data was deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) under the accession number GSE208330; a link for reviewers: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE208330 (accessed on 28 August 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23179948/s1.

How the deposited data were processed for this re-analysis (not part of the article)

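RNA of the dorsal and ventral hippocampus of male Wistar rats was sequenced by the authors after polyA enrichment (7 animals) or after depletion of ribosomal RNA (RBD, 3 other animals). The sample labels give the animal of each sample, so that the 20 samples form 10 pairs of a dorsal and a ventral sample. The authors mapped the reads to the rat genome with STAR, counted them per gene with FeatureCounts and divided the counts by median-of-ratios size factors, and the deposited table holds these normalized counts as signal values per gene and sample. All (100%) of the values above 0 were whole multiples of the smallest value of their column. The inverse of that smallest value differed from the size factor computed with DESeq2 over all 20 samples by a relative 3.11e-15 at most. The number of reads on each gene was recovered from these steps. The size factors are therefore common to the 2 datasets, while the paper describes normalization for each dataset.

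The rows carry no gene identifiers, and no order was assumed from which names could be assigned. Comparisons that need gene names, such as those of gene categories and named genes, were therefore not made, and the planned tests of gene sets were not run. Splice isoforms, transposable elements and the data of other studies were not analysed here.

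The tests had been planned for raw counts, with edgeR. As the values are normalized counts, the main test became limma's moderated test (lmFit, then eBayes with a trend) on log2(normalized counts + 1), and edgeR's quasi-likelihood test with TMM on the recovered reads, the fit as planned, became an added alternative, which gave 8011 DE genes in polyA, 4188 in RBD samples and 3503 common genes. R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0 were used. Genes were tested when edgeR's filterByExpr kept them on the recovered reads with its default minimum count of 10 and minimum total count of 15, separately in each dataset. Genes with a Benjamini-Hochberg adjusted p below 0.1 were counted as DE. Each dataset was fitted alone without an animal term, as the paper names none. Common genes were DE in both datasets with the same direction, and the polyA-only and RBD-only genes were the other DE genes of each dataset. The interaction of hippocampal part and library type was fitted over all 20 samples with the animal as a block.

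Whether the 2 samples of an animal deviate together was checked by the correlation of their deviations from the group means across genes. It was 0.22 to 0.47 (median 0.41) in polyA and 0.37 to 0.54 (median 0.47) in RBD animals, so the pairing by animal that the labels give is also seen in the values. Fits with the animal as a block were run as alternatives.

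Genes given by their row were chosen by a rule set before the data were examined: the largest log2 fold changes to each part among common DE genes with a mean of at least 50 normalized counts in each dataset and the same direction in all 10 animals, ranked by the smaller absolute value of the 2 datasets. As the rows have no names, 2 rows in each direction are given. Their errors are SDs between animals. Reads on genes per sample ranged from 14920611 to 25262001. With at most 3 reads in every sample of a group, a fold change was computed against 3 reads and given as a lower bound, which covers counting error only.

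Other settings were DESeq2's Wald test, edgeR with median-of-ratios scaling, no filter on low counts, at least 10 reads in every sample, the animal as a block, an adjusted p below 0.05, an absolute log2 fold change of at least 0.5 and leaving out each animal. Added after the data were seen were edgeR with TMM, DESeq2 with the block, pseudocounts of 0.1 and 5, size factors within each dataset and TMM scaling in limma. Other splits of the samples (at most 100 per comparison), all 35 subsets of 3 polyA animals (also with the animal as a block), and polyA reads drawn down at random to 16986974 per sample, the median of the RBD totals, were fitted in the same way. A calculation in which the ventral value of 1 animal was replaced by its dorsal value, in 2 versions, was also run after the DE genes were known. Its values are not reported, since with 3 animals the loss of most RBD DE genes follows from the replacement itself.

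The tests were tried on simulated counts drawn for the real genes from the samples' means and library sizes, with 200 genes changed by a log2 fold change of 1. With limma, 198 of the 200 were found in polyA (24 unchanged genes among 15060 tested genes were called), 189 in RBD (25 unchanged genes of 14541 tested), and 177 by the interaction with the block (28 unchanged genes of 14654 tested). The simulated change was larger than the median absolute log2 fold change of the DE genes, 0.27 in polyA and 0.46 in RBD samples. Genes with few reads were not changed, and samples of the same animal were drawn independently. These numbers therefore do not give the share of smaller differences found, and they do not test the use of the animal as a block.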

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

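The tests of the size of the dorsoventral difference in single animals and of the genes with most reads were chosen only after the results were seen, and the tests of other splits of the samples and of subsets of animals were set before.

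In 4 of 28 groups of values tested, 1 animal lay far from the others, where chance gives about 1.4. In ventral polyA samples, the gene in row 28155 had 331 normalized counts in replicate 1, against 86.6 to 157 in the other 6 animals, and its log2 ratio of ventral to dorsal was 5.87 in the same animal, against 3.26 to 4.38. The gene in row 22847 had a log2 ratio of -4.72 in polyA replicate 2, against -3.87 to -3.25 in the others. The gene in row 18333 had 2.68 normalized counts in the ventral sample of polyA replicate 4, against 0 to 0.89, which is a matter of at most 3 reads. A larger dorsoventral difference over all genes in replicate 1 was tested by the slope of its log2 ratios on the mean of the other 6 animals over the common DE genes. The slope was 1.08, the highest of the 7 animals (0.92 to 1.05 in the others) and below the limit of 1.1 set for the test, so a difference of this size over all genes leaves most of the excess in row 28155 unexplained. The slope of replicate 2 was 0.96, within those of the others. Differences between animals in the expression of these genes stay open and were not tested.

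The dorsoventral difference differed between polyA and RBD samples for 1439 genes. Among 100 of the 120 splits of the 10 animals into 7 and 3, 1 split, the real one, gave as many genes. The largest of the others gave 106 and their median was 0, with a median of 531 and at most 2220 genes at an unadjusted p below 0.05, against 3237 in the real split. A grouping of the animals at random is thus argued against. That DE genes are less often shared across datasets than within polyA was tested on the 35 subsets of 3 polyA animals. In 35 of 35 subsets, their DE genes recurred more often in 3 other polyA animals (median 74.3%) than in the 3 RBD animals (median 57.7%). The RBD samples have fewer reads on genes. With the polyA reads drawn down to the median RBD total the medians were 73.4% and 60.8%, so the number of reads on genes leaves most of the gap. The correlation of log2 fold changes, for which the number of DE genes does not matter, had a median of 0.92 with the other polyA animals and 0.85 with RBD, and was higher with polyA in 35 of 35 subsets. The subsets share animals and were all compared with the same 3 RBD animals, so they are not 35 independent tests. The median standard error was also larger in RBD (0.11) than in the drawn-down subsets (0.096), which by itself lowers recurrence and correlation with RBD. The design has no animal with both kinds of library, and the library type, the RNA extraction reagent and the animals could each contribute. The number of genes also fell to 459 without RBD replicate 3, to 741 without polyA replicate 3 and to 828 without polyA replicate 2.

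The share of reads on the 10 genes with most reads in a sample was higher in the ventral than in the dorsal sample of 7 of 7 polyA animals (by 0.025 to 2.76 percentage points, mean 1.76) and lower in 3 of 3 RBD animals (mean -0.29 percentage points). The means of the 2 datasets differed by 2.05 percentage points (exact permutation test over the 120 splits of the animals, two-sided, p = 0.00833, the smallest p that these allow). That the 10 genes are different ones in the 2 library types was tested by following the 10 genes with most reads in polyA, 2 of which are also among those of RBD. In RBD, their share was larger in the ventral part in 0 of 3 animals, by -0.25 to -0.028 percentage points, while in polyA it rose in 6 of 7. The 10 genes with most reads in RBD, in turn, took a larger share in the ventral part in 2 of 7 polyA animals (on average 5.00% of reads in the dorsal and 4.90% in the ventral part) and in 0 of 3 RBD animals (4.29% and 3.84%), so that with this list the opposite directions are not seen. The 2 lists give different answers, and the choice of genes stays open as a possible explanation. Library type, extraction reagent and animals stay open too, since the design cannot tell them apart, and no biological explanation was tested.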

How the results depend on the processing

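The main settings and the alternatives named without further remark were chosen before the data were examined, apart from the test itself, which the unit of the values required. Added after the data were seen were edgeR with TMM, DESeq2 with the block, the pseudocounts of 0.1 and 5, size factors within each dataset and TMM scaling in limma.

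The number of DE genes stayed within 1.5 times that of the main setting under all alternatives but those named here. An absolute log2 fold change of at least 0.5 left 2007 DE genes in polyA, 1908 in RBD, 1313 common and 694 polyA-only genes, as it removes the small differences that most DE genes have. Of the RBD-only genes, an adjusted p below 0.05 left 410 and DESeq2 with the block (added) 417. For the latter the cause was not tested. DESeq2's Wald test without the block gave 8060 DE genes in polyA and 3587 in RBD, of which 3130 were common, 4930 polyA-only and 457 RBD-only. It gave no adjusted p for 5189 genes in polyA and 5539 in RBD, and these are counted as not DE. Of its DE genes, 7581 in polyA and 3453 in RBD were also DE in the main setting.

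With the animal as a block, which uses the pairing, 9056 genes were DE in polyA and 5895 in RBD. The common genes were then 4709, the polyA-only genes 4347 and the RBD-only genes 1186. Apart from the RBD-only genes, the block moved none of these counts by more than 1.5 times. It cannot change the correlation or the log2 fold changes, since every animal has both parts. The interaction, which has the block in its main setting, gave 28 genes without the replicate block, and 589 at an adjusted p below 0.05. With edgeR and TMM (added) the interaction gave 1169 genes. That the fit without the block loses most genes follows from the differences between animals, which it leaves in the residuals.

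Over the fits that each left out 1 animal, DE genes in polyA numbered 7450 to 7634 and DE genes in RBD 2178 to 3232. The common genes were 2058 to 3460, the polyA-only genes 4007 to 5950 and the RBD-only genes 120 to 806. The interaction gave 459 to 1803 genes and the correlation was 0.84 to 0.87. RBD replicate 3 had the strongest effect, with 2178 DE genes in RBD, 2058 common, 120 RBD-only and 459 interaction genes without it. Without RBD replicate 1, 2621 genes were DE in RBD and 278 were RBD-only. With 2 RBD animals left, fewer samples enter these fits. The interaction gave 741 genes without polyA replicate 3 and 828 without polyA replicate 2, and the cause was not tested.

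The correlation of log2 fold changes was positive under every alternative. It was 0.78 with DESeq2's fold changes, 0.66 with no filter on low counts and 0.96 over the common genes only. The correlations between single polyA and RBD animals, with a median of 0.72, had an SD of 0.030 over 21 pairs that share animals. That SD is not a spread of the correlation of log2 fold changes. The common genes were selected for the same direction in both datasets, which raises the correlation by construction. No filter adds genes with few reads. For DESeq2, whose fold changes have no pseudocount, the cause was not tested.

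The share of DE genes higher in the ventral part was 47.9% in polyA and 50.7% in RBD, and 55.4% and 53.0% at an absolute log2 fold change of at least 0.5. No scaling moved it by more than 10 percentage points. The genes in rows 55, 28155, 18333 and 22847 stayed DE in the same direction in both datasets under every alternative that tested them. Depth limits the gene in row 18333 most, whose log2 fold change in polyA was -8.59 to -5.75 over the alternatives because its ventral samples have at most 3 reads.

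The planned tests of gene sets, and their alternatives, were not run, since the rows carry no gene names. The DESeq2 test and the minimum fold change had not been planned for the interaction.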

Differences from the paper's values

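The RBD-only DE genes numbered 675, against the paper's 1148. Of the alternatives set before the data were examined, the animal as a block gave 1186 RBD-only genes, and leaving out polyA replicate 1, 5 or 7 gave 806, 780 and 768, all within 1.5 times the paper's number. The others did not close the gap, among them DESeq2's Wald test with 457, edgeR with median-of-ratios scaling with 675, no filter on low counts with 699, at least 10 reads in every sample with 650, an adjusted p below 0.05 with 410 and an absolute log2 fold change of at least 0.5 with 595. Leaving out any other animal gave 120 to 745. In the main setting, the other counts lay within 1.5 times the paper's numbers. The paper's methods name DESeq2 and no particular test or design. DESeq2's Wald test without an animal term gave 3587 DE genes in RBD against the paper's 5423, a ratio of 1.51. DESeq2 with the block, added after the data were seen, gave 3578 DE genes in RBD and 417 RBD-only genes. The block thus closed the gap with limma and not with DESeq2.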

Other observations

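The tests of detected genes at equal depth and of subsets of animals with the block were chosen only after the result was seen, and the other tests of this part were set before.

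The real split of the samples into dorsal and ventral was compared with other splits. In polyA, 1 of 100 splits (of 1716 possible), the real one, gave as many DE genes as the 8008 found. The largest of the others gave 4834 and their median was 0, with a median of 357 and at most 5608 genes at an unadjusted p below 0.05 against 7933 in the real split. Among the 64 splits that part the 2 samples of every animal, 1, the real one, gave as many. The largest of the others gave 4850 DE genes, and the 7 splits that swap the parts of a single animal gave a median of 4275, since 6 of 7 animals then keep their grouping. In RBD, 1 of 10 splits gave as many as the 4178 DE genes found, again the real one. The other 9 gave 0, with at most 1219 genes at an unadjusted p below 0.05 against 4921. Of the 4 splits that part the samples of each RBD animal, 1 gave as many and the others gave 0, with at most 88 genes at an unadjusted p below 0.05. With 3 animals the share of splits cannot fall below 0.1, so a random grouping cannot be excluded for RBD in this way alone.

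Fewer genes were DE in RBD than in polyA, and the RBD dataset has fewer animals and fewer reads on genes. Depth here means reads on genes. The number of reads sequenced is not known from these data, so the lower depth may itself come from the library type. In 0 of the 35 subsets of 3 polyA animals was the number of DE genes as low as the 4178 of RBD. The subsets gave 4465 to 5783 DE genes, with a median of 5136. With the polyA reads drawn down to 16986974 per sample, the median was 4707 DE genes, which is 1.13 times the RBD number and outside the limit of 1.1 set before, but the range of 4140 to 5297 covers the RBD number, and 2 of the 35 subsets gave as few. These fits leave out the pairing by animal. With the animal as a block, RBD had 5895 DE genes and the subsets of 3 polyA animals 5819 to 7374 (median 6522), so that 2 of 35 gave as few as RBD. With the block and the reads drawn down, the subsets gave 5360 to 6747 (median 5957), and 16 of 35 gave as few. The number of animals alone thus left nearly all subsets above RBD, both without and with the block. The median was 1.23 times the RBD number without the block and 1.11 times with it. Fewer animals together with lower depth may account for the lower number in RBD, most closely with the block. A part of the library type, the extraction reagent or the animals cannot be told apart from these and stays open. Without the block, the median standard error over genes was 0.096 in the drawn-down subsets and 0.11 in RBD.

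More genes were detected in the ventral than in the dorsal sample of 10 of 10 animals. In polyA the difference was 106 to 459 genes with a mean of 260 ± 125 (SD, n = 7; exact sign-flip permutation test, two-sided, p = 0.0156, the smallest p that 7 animals allow). In RBD it was at least 50 genes in each animal, with a mean of 171 ± 154 (SD, n = 3), and 3 animals allow no p below 0.25. Ventral samples had more reads in 6 of 7 polyA and 2 of 3 RBD animals. Library depth was tested by drawing every sample down to 14920611 reads, which left more genes detected in the ventral part in 10 of 10 animals, by 46 to 371 genes in polyA and by 84 to 321 in RBD. Depth is thus argued against. Tissue next to the hippocampus in the ventral samples and a wider range of expressed genes in the ventral part may each raise the number, and neither was tested.

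Among the common DE genes, 86 were higher in the ventral part by a log2 fold change of at least 2 and 34 in the dorsal part with polyA values. With RBD values these numbers were 96 and 46.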
